# Empagliflozin Inhibits IL-1β-Mediated Inflammatory Response in Human Proximal Tubular Cells

**DOI:** 10.3390/ijms22105089

**Published:** 2021-05-11

**Authors:** Markus Pirklbauer, Sebastian Sallaberger, Petra Staudinger, Ulrike Corazza, Johannes Leierer, Gert Mayer, Herbert Schramek

**Keywords:** SGLT2 inhibition, empagliflozin, renal inflammation, human proximal tubulus, pathway annotation analysis

## Abstract

SGLT2 inhibitor-related nephroprotection is—at least partially—mediated by anti-inflammatory drug effects, as previously demonstrated in diabetic animal and human studies, as well as hyperglycemic cell culture models. We recently presented first evidence for anti-inflammatory potential of empagliflozin (Empa) under normoglycemic conditions in human proximal tubular cells (HPTC) by demonstrating Empa-mediated inhibition of IL-1β-induced MCP-1/CCL2 and ET-1 expression on the mRNA and protein level. We now add corroborating evidence on a genome-wide level by demonstrating that Empa attenuates the expression of several inflammatory response genes in IL-1β-induced (10 ng/mL) normoglycemic HPTCs. Using microarray-hybridization analysis, 19 inflammatory response genes out of >30.000 human genes presented a consistent expression pattern, that is, inhibition of IL-1β (10 ng/mL)-stimulated gene expression by Empa (500 nM), in both HK-2 and RPTEC/TERT1 cells. Pathway enrichment analysis demonstrated statistically significant clustering of annotated pathways (enrichment score 3.64). Our transcriptomic approach reveals novel genes such as *CXCL8/IL8, LOX, NOV, PTX3*, and *SGK1* that might be causally involved in glycemia-independent nephroprotection by SGLT2i.

## 1. Introduction

SGLT2 inhibitors (SGLT2i) convey nephroprotection in type two diabetic patients with and without chronic kidney disease (CKD) [1,2,3,4]. Renal benefit has been primarily attributed to metabolic and hemodynamic drug effects, such as lowering of bodyweight, plasma volume, systemic blood pressure, and glomerular filtration pressure, as well as reducing renal hypoxia, rather than SGLT2i-mediated HbA1c-lowering [5]. In this regard, large clinical trials recently demonstrated renal benefit of SGLT2i irrespective of the presence or absence of diabetes mellitus in CKD [6] and heart failure [7] patients. Underlying molecular mechanisms for glycemia-independent protective effects of SGLT2i are still incompletely understood. Renal tissue inflammation, being directly involved in the pathogenesis of both diabetic and non-diabetic CKD, might play an important role in this context [8]. Indeed, anti-inflammatory potential of SGLT2i has been previously demonstrated in diabetic animal [9,10,11] and human studies [12,13], as well as hyperglycemic cell culture models [14]. In diabetic animal models, these SGLT2i-mediated anti-inflammatory effects were related to a decrease in glomerular and tubulo-interstitial damage [10,15]. This, however, has not been demonstrated under normoglycemic conditions until recently. In our own lab, we found an inhibitory effect of empagliflozin (Empa) on IL-1β-induced MCP-1/CCL2 and endothelin-1 expression on the mRNA and protein level under normoglycemic conditions in two independent human proximal tubular cells (HPTC) lines, namely HK-2 and RPTEC/TERT1. Both genes play an important role in early (inflammatory) pathogenesis of diabetic and non-diabetic kidney disease [16,17,18,19,20,21]. Genetic and pharmacologic inhibition of these two genes already demonstrated to convey beneficial renal effects in animal models [16,18,22,23,24,25,26] and humans [25,27,28,29,30,31] with diabetic and non-diabetic kidney disease. Most recently, Maayah and coworkers presented corroborating evidence for anti-inflammatory potential of Empa irrespective of glycemic effects by demonstrating a survival benefit among Empa-treated mice with LPS-induced septic shock. This was at least partially attributed to a suppression of renal and systemic inflammation, as well as a reduced rate of acute kidney injury [32]. We now aimed at evaluating the inhibitory effect of Empa on IL-1β-stimulated gene expression on the transcriptome level. Here we present novel evidence for anti-inflammatory potential of SGLT2i by demonstrating that Empa attenuates the expression of several inflammatory response genes (vide infra) in IL-1β-induced (10 ng/mL) normoglycemic HPTCs, namely HK-2 and RPTEC/TERT1 cells. Our transcriptomic approach presents novel genes such as *CXCL8/IL8, LOX, NOV, PTX3*, and *SGK1*, that might be causally involved in glycemia-independent nephroprotection by SGLT2i.

## 2. Results

While the effect of Empa on basal gene expression has been recently described in normoglycemic HPTCs by our lab [33], we present novel genome-wide evidence for Empa-mediated inhibition of inflammatory response in IL-1β-stimulated normoglycemic HPTCs. 

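The arrays analysed here are those of HPTCs stimulated with IL-1β and Empa together. HK-2 is a human proximal tubular cell line immortalised with the E6 and E7 genes of a papillomavirus, and RPTEC/TERT1 is a human proximal tubular cell line immortalised with the catalytic subunit of telomerase (TERT). Both were starved of serum and supplements for 24 h and then stimulated for 24 h with IL-1β (10 ng/mL) and Empa (500 nM). There were 2 arrays labelled HK-2 and 2 labelled RPTEC/TERT1, numbered replicate 1 and replicate 2 in each cell line. Arrays of control cells and of cells stimulated with IL-1β alone were not analysed here, so the fold changes of Table 1 and Table 2 were not recomputed and the levels of 1 arm of the experiment are given instead.

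RNA was labelled with Cy3 and hybridised to 1-colour Agilent arrays, and the authors deposited the spot intensities that Agilent Feature Extraction read from each scan, without scaling between arrays. Each array held 43118 spots that are not controls. The 75th percentile of their processed signal was 393 on the array labelled HK-2 replicate 1, 748 on HK-2 replicate 2, 488 on RPTEC/TERT1 replicate 1 and 429 on RPTEC/TERT1 replicate 2. Feature Extraction marked 60.2%, 64.9%, 63.4% and 59.2% of the spots as well above background on these arrays, in the same order. It marked 86, 217, 56 and 164 spots as saturated, which sets an upper limit to the brightest genes. Spots marked as outliers were left out, between 1.24% and 1.85% of each array.

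The processed signal was divided by the 75th percentile of its array, set to a common floor and taken to log2, and this value is called the level below. Spots of a probe were averaged, and a gene was the mean of its probes that were well above background on at least 1 array. Probes missing on 1 or more arrays were left out where the gene had a probe measured on every array, as for P4HA2. The probes spotted 10 times gave the technical error of a spot. The median SD of their spots within an array was 0.11 on HK-2 replicate 1, 0.10 on HK-2 replicate 2, 0.14 on RPTEC/TERT1 replicate 1 and 0.081 on RPTEC/TERT1 replicate 2, on the log2 scale. Replicate 1 of both cell lines was scanned on 1 date and replicate 2 of both on another, so the replicate number also stands for the scan date. With 2 arrays per cell line, the number of arrays limits the precision of every mean below.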

Microarray hybridization analysis identified 19 inflammatory response genes out of >30.000 human genes that present a uniform expression pattern, that is, inhibition of IL-1β (10 ng/mL)-stimulated gene expression by Empa (500 nM), in both HK-2 and RPTEC/TERT1 (Table 1AB) cells (*n* = 2, each) (Table 1). Additionally, we report only marginal effects of Empa (500 nM) on *SGLT2* gene expression in IL-1β (10 ng/mL)-stimulated HK-2 and RPTEC/TERT1 cells (Table 2).

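On the 4 arrays of IL-1β + Empa, 18 of the 19 genes of Table 1 had a probe measured on every array, and all 18 were well above background on each of them. The exception was SLCO4A1, whose only spot was marked as an outlier on the array labelled HK-2 replicate 1. Its level was 3.58 on HK-2 replicate 2, 3.92 on RPTEC/TERT1 replicate 1 and 4.98 on RPTEC/TERT1 replicate 2. A level of 0 is the brightness of the 75th percentile of the array. The median level of the genes of Table 1 was 2.96 on the array labelled HK-2 replicate 1, 2.36 on HK-2 replicate 2, 2.01 on RPTEC/TERT1 replicate 1 and 3.10 on RPTEC/TERT1 replicate 2.

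Positions of probes are those in the files, on GRCh37, and no gene annotation of that build was used here. CXCL8, read by probe A_32_P87013 on chromosome 4 from 74609265 to 74609324, had a level of 5.31 ± 0.80 (SD, n = 2) on the arrays labelled HK-2 and of 5.19 ± 0.81 (SD, n = 2) on those labelled RPTEC/TERT1. LOX, read by probe A_23_P122216 on chromosome 5 from 121405786 to 121405845, stood at -0.35 ± 1.12 (SD, n = 2) and -0.11 ± 0.84 (SD, n = 2). For NOV, read by probe A_23_P82929 on chromosome 8 from 120436435 to 120436494, the levels were 1.88 ± 0.011 (SD, n = 2) and 1.61 ± 0.77 (SD, n = 2). PTX3, read by probe A_23_P121064 on chromosome 3 from 157160969 to 157161028, had levels of 1.18 ± 1.07 (SD, n = 2) and 1.20 ± 1.28 (SD, n = 2). SGK1, read by probe A_23_P19673 on chromosome 6 from 134490656 to 134490715, had levels of 3.21 ± 0.047 (SD, n = 2) and 3.43 ± 0.36 (SD, n = 2).

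Saturated spots make the level of CXCL5 a lower bound on the arrays labelled HK-2 replicate 1 and RPTEC/TERT1 replicate 2, as they do for CXCL1 on both and for SOD2 on the latter. The probes of CXCL1 disagreed. A_23_P7144 was saturated on these 2 arrays and not well above background on HK-2 replicate 2 and RPTEC/TERT1 replicate 1, whereas A_33_P3330264 stood at 1.22 and 0.71 on the latter arrays. P4HA2 is given by the dimmer of its 2 probes, because the spot of the brighter one was marked as an outlier on HK-2 replicate 1. Its mean level over the 4 arrays was -0.40, against 2.06 with outlier spots kept and 2.32 without HK-2 replicate 1. The median over the 19 genes of the mean level was 2.57. It moved most, to 3.37, when the array labelled HK-2 replicate 2 was left out.

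**Figure D1:**
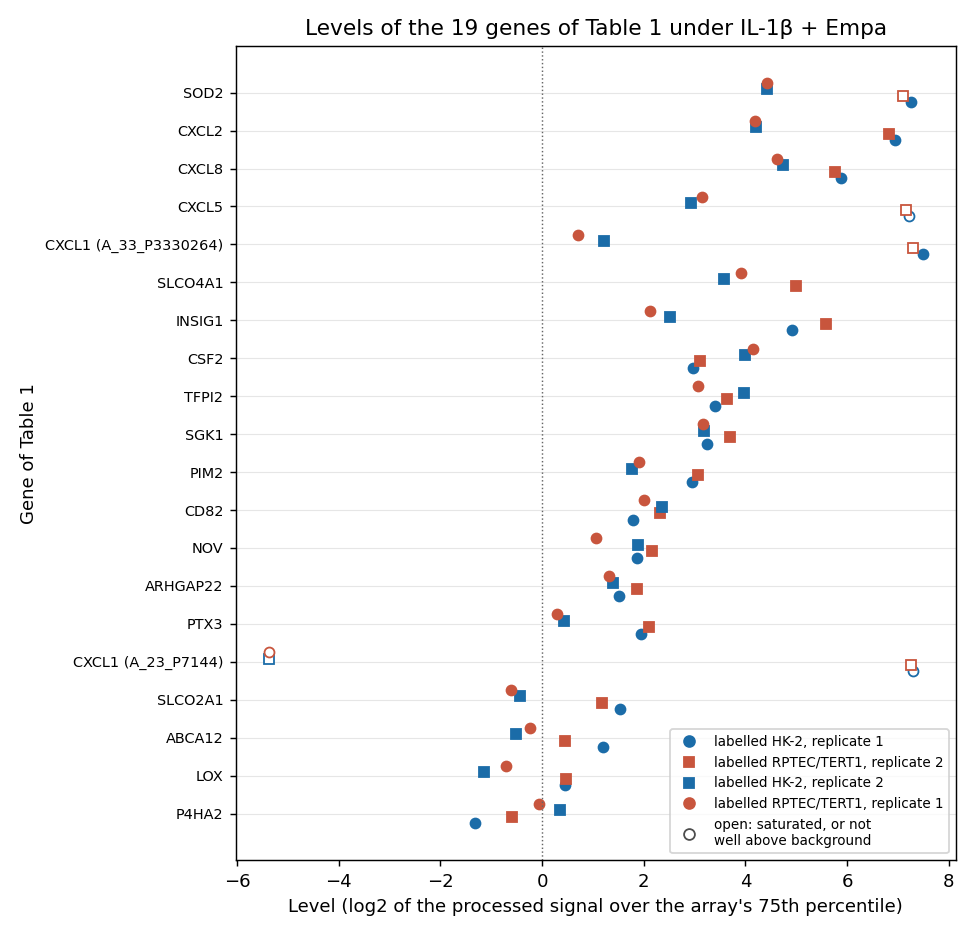
Level of each gene of Table 1 (log2 of the processed signal over the 75th percentile of the array) on the 4 arrays of IL-1β + Empa, 1 point per array, with CXCL1 shown for each of its 2 probes, SLCO4A1 on 3 arrays, colours for the labelled cell line, shapes for the replicate number and open symbols for spots saturated or not well above background. CXCL5 lies at 7.22 and 7.16 on HK-2 replicate 1 and RPTEC/TERT1 replicate 2 and at 2.93 and 3.14 on HK-2 replicate 2 and RPTEC/TERT1 replicate 1.

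From the lower expression under IL-1β + Empa than under IL-1β alone in each experiment of Table 1, the paper concludes that Empa inhibits the IL-1β-stimulated expression of these genes in both cell lines.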

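Across the 17928 genes well above background on at least 1 array, the levels on the 2 arrays labelled HK-2 had a Pearson correlation of 0.865, and those on the 2 arrays labelled RPTEC/TERT1 one of 0.855. Arrays of different labelled cell lines and different replicate numbers were more alike. The correlation was 0.980 between HK-2 replicate 1 and RPTEC/TERT1 replicate 2, and 0.976 between HK-2 replicate 2 and RPTEC/TERT1 replicate 1. Arrays that share a replicate number and scan date had correlations of 0.861 and 0.875. These correlations are across genes, which are not independent replicates. The mean of the crossed pairs exceeded that of the labelled pairs by 0.118, and keeping probes not above background moved this most, to 0.0742. For the 18 genes of Table 1 measured on every array, the median absolute difference in level was 1.55 between the arrays labelled HK-2 and 1.15 between those labelled RPTEC/TERT1. It was 0.20 between HK-2 replicate 1 and RPTEC/TERT1 replicate 2, and 0.19 between HK-2 replicate 2 and RPTEC/TERT1 replicate 1. Each of these values goes by the deposited labels, and the cell line of an array is named here only as its label gives it.

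None of these 18 genes differed between the labelled cell lines by more than the spread between replicates, and SLCO4A1, with 1 value for HK-2, was not tested. The largest difference among the 18, HK-2 minus RPTEC/TERT1, was 0.33 for TFPI2 (standard error 0.50, adjusted p = 1 from limma with Benjamini-Hochberg adjustment). None of the 18 genes had an adjusted p under 0.05, either over the 16468 genes tested or adjusted over the list alone. Of all the genes tested with limma, 0 differed at an adjusted p under 0.05 and 23 at an unadjusted p under 0.05. The spread between arrays of the same label leaves this comparison little power, and 0 of 200 genes were called when a change of 4 log2 units was added to them on the arrays labelled HK-2. Within replicate 1, the median difference over the 18 genes was 1.20, with 15 higher on the array labelled HK-2. Within replicate 2 it was -1.15, with 14 lower on the array labelled HK-2. These 2 differences each compare 1 array with 1 array and were not tested. They run in opposite directions and largely cancel in the comparison of the labelled cell lines. Each label holds 1 array of each crossed pair, so a small difference between the labels does not show equal levels in the 2 cell lines. CXCL5 differed by -0.071 between the labels, although it stood at 7.22 and 2.93 on the arrays labelled HK-2.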

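SGLT2 is listed by the arrays under its gene symbol SLC5A2 and is read by a single spot, probe A_33_P3217495 on chromosome 16 of GRCh37 from 31502023 to 31502082. Under IL-1β + Empa its level was -3.46 ± 0.54 (SD, n = 2) on the arrays labelled HK-2 and -3.31 ± 0.37 (SD, n = 2) on those labelled RPTEC/TERT1. The difference of -0.15 between the labelled cell lines was smaller than the spread between replicates (standard error 0.52, adjusted p = 1 from limma with Benjamini-Hochberg adjustment). The processed signal was 7.00% of the 75th percentile on HK-2 replicate 1, 11.9% on HK-2 replicate 2, 8.40% on RPTEC/TERT1 replicate 1 and 12.1% on RPTEC/TERT1 replicate 2. The spot was marked as well above background on all 4 arrays, at 2.90 to 9.34 times the lowest signal so marked on the same array. It was 5.35 to 22.5 times as bright as the 95th percentile of the 153 negative controls, but on HK-2 replicate 1 and RPTEC/TERT1 replicate 1 the brightest of them (171 and 49.3) exceeded it (27.5 and 41.0). It was brighter than 48.0% to 54.6% of the probes of its array. Its level depends on the background correction. It was -1.79 after normexp correction of the mean spot signal, against -3.38 over the 4 arrays in the processed signal. Chosen after seeing the data, normexp correction without 7 spots of very bright local background on HK-2 replicate 1 gave -2.29. Part of the shift thus follows those spots. The paper's reported fold changes to IL-1β in Table 2 are -0.05 and -0.03 for HK-2 and -0.15 and -0.13 for RPTEC/TERT1. From these the paper states that the effect of Empa on SGLT2 expression is marginal.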

Based on these 19 genes-of-interest, pathway enrichment analysis (DAVID bioinformatics database) demonstrated statistically significant clustering of 30 annotated pathways (enrichment score 3.64) (Table 3).

## 3. Discussion

Inflammatory pathways play an important role during the development and progression of diabetic and non-diabetic CKD [8,34]. Circulating markers of systemic inflammation have been associated with renal damage [18]. Pro-inflammatory cytokines and reactive oxygen species are secreted by proliferating proximal tubular cells during initial CKD pathogenesis, thereby leading to inflammatory cell recruitment and activation within the glomerular and tubulo-interstitial compartment [35,36]. Local renal inflammation and thus kidney damage is further aggravated by the release of IL-1β from inflammatory cells upon inflammosome activation [37]. Interestingly, anti-IL-1β strategies already demonstrated beneficial renal effects in animal models of CKD [38,39]. Our own lab previously presented first evidence for anti-inflammatory effects of SGLT2i in normoglycemic HPTCs by demonstrating Empa-mediated inhibition of IL-1β-induced MCP-1/CCL2 and ET-1 expression at the mRNA and protein level [33]. Here we show novel evidence for anti-inflammatory potential of SGLT2i on the transcriptome level by demonstrating that Empa attenuates the expression of 19 inflammatory response genes in IL-1β-induced (10 ng/mL) normoglycemic HPTCs (Table 1). In line with recent findings in a murine animal model [32], pathway enrichment analysis of these genes-of-interest revealed that “cellular response to LPS” is among the Empa-regulated pathway cluster (Table 3). Based on the available evidence for involvement in kidney disease pathogenesis, five out of these 19 inflammatory response genes are discussed in more detail below:

### 3.1. Empa-Mediated Inhibition of IL-1β-Induced CXCL Isoform 1, 2, 5 and 8 (= IL8) Expression

Chemokines are chemotactic cytokines that have been demonstrated to play a fundamental role in orchestrating inflammation, and as such, are involved in experimental and human (inflammatory) kidney diseases. Chemokines are expressed by all types of renal cells, including HPTCs, upon pro-inflammatory cytokine stimulation (e.g., IL-1β or TNF-α). By regulating the process of leukocyte trafficking to the site of inflammation, chemokines control both acute and chronic inflammation that is crucial during development and progression of CKD and interstitial fibrosis [40,41]. For example, urinary and serum levels of CXCL8/IL8 are elevated in diabetic kidney disease [42], and CXCL1 has been described to be associated with interstitial fibrosis in progressive IgA nephropathy [43]. Chemokine antagonism has been shown to attenuate renal injury in various animal models [40,44,45,46]. Thus, it is tempting to speculate that Empa-mediated inhibition of tubular chemokine expression adds to the nephroprotective, anti-inflammatory potential of SGLT2i.

### 3.2. Empa-Mediated Inhibition of IL-1β-Induced LOX Expression

Lysyl oxidase (LOX) is a cellular amine oxidase facilitating cross-linking between collagen and elastin by catalyzing peptidyl lysine oxidation [47]. Excessive accumulation of these insoluble, cross-linked proteins leads to ECM fibrosis and remodeling. Both circulating and tissue levels of LOX are increased in patients with organ fibrosis, for example, in the heart, lung, and liver. Besides fibrotic diseases, altered LOX activity is related to inflammatory diseases, as well as cancer progression [48]. It has been previously speculated that *LOX* might be a potential therapeutic target in fibrotic diseases and cancer; however, specific treatment options are missing. Recently, elevated serum and tissue LOX levels have been described to strongly correlate with the presence and degree of kidney fibrosis in CKD patients. Serum LOX levels have been suggested to serve as non-invasive diagnostic biomarkers for renal fibrosis [49]. Further studies are mandatory to confirm this association and to investigate a potential causal relationship between *LOX* expression and kidney fibrosis. Based on these data and in line with our previous findings demonstrating a direct anti-fibrotic effect of SGLT2i in 2 independent HPTCs [50], it is tempting to speculate that Empa-mediated inhibition of IL-1β-mediated *LOX* expression might exert nephroprotective effects. 

### 3.3. Empa-Mediated Inhibition of IL-1β-Induced NOV Expression

The nephroblastoma overexpressed (*NOV/CCN3*) gene is a member of the CCN family of matricellular proteins that play an important role during inflammation, tissue repair and cancer [51]. Genetic knockdown studies recently demonstrated that a reduced *NOV* expression in a murine model of progressive obstructive nephropathy limits inflammation as well as renal interstitial fibrosis compared to wild-type mice [52]. This animal model is corroborated by biopsy findings that demonstrate an increased tubulo-interstitial *NOV* expression in patients with tubulo-interstitial nephritis [52]. While this is the first report of a beneficial effect of *NOV* downregulation with respect to inflammation and renal fibrosis, previous studies demonstrated contradictory results by showing anti-inflammatory [53] and anti-fibrotic [54] *NOV* effects. The anti-inflammatory potential of *NOV* inhibition, however, is further corroborated by the fact that systemic overexpression of *NOV* increases MCP-1/CCL2 expression among nephritic rats [55]. It has been speculated that *NOV* might exert both pro- and anti-fibrotic effects depending on different cellular adaptive processes in experimental models [52]. It remains to be elucidated whether Empa-mediated downregulation of *NOV* mechanistically adds to the anti-inflammatory and anti-fibrotic potential of SGLT2i.

### 3.4. Empa-Mediated Inhibition of IL-1β-Induced PTX3 Expression

Pentraxins are multimeric pattern recognition proteins that can be divided into short (e.g., CRP and serum amyloid A) and long (e.g., pentraxin-3) isoforms. Pentraxin-3 (*PTX3*) is expressed in response to pro-inflammatory signals (e.g., IL-1, TNF-a, TLR-activation, LPS) by a variety of tissue and cell types, including innate immunity, as well as endothelial cells [56]. PTX3 is a multifunctional acute phase protein that is elevated in cardiovascular, autoimmune, and pulmonary disease [57,58,59], and has been described as independent marker of inflammatory activity [60,61]. PTX3 production has already been demonstrated in HPTCs [62], and elevated PTX3 expression levels have been documented in mesangial cells of patients with IgA nephropathy [63]. It has been speculated that PTX3 augments the renal inflammatory response as well as the atherogenic process during CKD [64]. PTX3 correlates negatively with GFR and is associated with cardiovascular disease, inflammation, and protein-energy wasting [64]. In CKD patients, PTX3 levels independently predict all-cause mortality [64]. It remains to be elucidated whether PTX3 is only a marker of renal inflammation or causally involved in CKD pathogenesis. Further mechanistic studies are mandatory to evaluate if an Empa-mediated inhibition of IL-1β-stimulated tubular *PTX3* expression conveys nephroprotective effects or not. Interestingly, patients with IgA nephropathy (that have been demonstrated to present with high PTX3 levels) were highly represented among those non-diabetic CKD patients that showed a SGLT2i-mediated benefit [6].

### 3.5. Empa-Mediated Inhibition of IL-1β-Induced SGK1 Expression

Serum and glucocorticoid-induced kinase 1 (*SGK1*) is a ubiquitously expressed, cell-volume-regulated gene stimulated by various growth factors and hormones, including mineralo- and glucocorticoids. *SGK1* regulates transepithelial ion transport by orchestrating trafficking of ion channels and transporters, thereby increasing both sodium reabsorption and potassium excretion [65,66]. It has been implicated in blood pressure control as well as the development of inflammatory and fibrotic processes [67]. Genetic or pharmacologic inhibition of *SGK1* attenuates renal inflammation, proteinuria, and fibrosis in response to mineralocorticoids [68,69]. Its pleiotropic role in kidney disease is further supported by the fact that SGK1 is associated with aldosterone-induced oxidative stress and podocyte injury [70]. Being expressed in antigen-presenting T-cells, it has been implicated in renal inflammatory processes [71]. Increased SGK1 activity has been suggested to play a pathophysiologic role in kidney damage and CKD progression both in the presence and absence of hypertension [66]. It has been previously speculated that *SGK1* might be a potential target to slow CKD progression [66]. By demonstrating an EMPA-mediated inhibition of IL-1β-induced *SGK1* expression, this effect might be a potential explanation for the positive clinical effect seen with the use of SGLT2i in CKD patients irrespective of the presence and absence of diabetes.

In summary, our transcriptomic approach reveals 19 inflammatory response genes, such as *CXCL8/IL8, LOX, NOV, PTX3*, and *SGK1*, that might be causally involved in glycemia-independent nephroprotection by SGLT2i. Further molecular analyses on mRNA and protein level are mandatory to confirm our transcriptomic findings in HPTCs. Given the lack of data regarding SGLT2i effects at the human tissue level, it has been previously stated that kidney biopsy studies among SGLT2i-naive vs. SGLT2i-treated patients are inevitable to confirm a causal relationship between anti-inflammatory and nephroprotective potential of SGLT2i. In this regard, primary inflammatory kidney diseases, such as IgA nephropathy and acute interstitial nephritis, have been proposed to be most suitable for these future clinical trials [72]. 

## 4. Materials and Methods

### 4.1. Cell Culture

Human kidney 2 (HK-2) cells were purchased from American Type Culture Collection (Rockville, MD, USA) and RPTEC/TERT1 cells from Evercyte GmBH (Vienna, Austria). HPTCs were cultured under normoglycemic conditions as previously described in detail [73,74,75,76,77]. Cell culture media were obtained from Gibco Life Technologies (Paisley, UK) via Thermo Fisher Scientific (Waltham, MA, USA), and supplements and reagents from Sigma Aldrich Productions GmbH (Steinheim, Germany) and Roche (Basel, Switzerland). Empa was obtained from Selleckchem (Houston, TX, USA) and recombinant human IL‑1β from R&D Systems (Minneapolis, MN, USA) via Biomedica Medizinprodukte GmbH (Vienna, Austria). Empa was solubilized in dimethyl sulfoxide (DMSO) to a stock solution of 500 yM and diluted for further experiments to a final concentration of 500 nM (1:1000) containing <0.1% DMSO. IL-1β was solubilized in phosphate-buffered saline (PBS) to a stock solution of 10 yg/mL and diluted for further experiments to a final concentration of 10 ng/mL (1:1000). After 24 h serum and supplement starvation and an additional medium change, cells were either used for experiments or left untreated (control). Then, 24 h stimulation with IL‑1β (10 ng/mL) and the combination of IL-1β (10 ng/mL) and Empa (500 nM) was performed in the absence of any serum and growth supplements. As described previously [50], a MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay (Cell Proliferation Kit I, Roche Diagnostics GmbH, Penzberg, Germany) was used to assess cell viability for each experimental condition according to manufacturer instructions. No significant difference in cell viability was observed between the experimental conditions.

### 4.2. Microarray Hybridization Analysis

Agilent oligonucleotide microarrays were used according to the Agilent One-Color Microarray protocol (Agilent Technologies, Santa Clara, CA, USA). A detailed description has been published previously [50]. Briefly, 200 ng of total RNA isolated from HPTCs by using the innuPREP RNA Mini Kit 2.0 (Analytic Jena AG, Jena, Germany) was used for hybridization. Microarray hybridization analysis was conducted in biological duplicates for each experimental condition and followed the Minimum Information About a Microarray Experiment (MIAME) guidelines [78]. The complete microarray data sets are available at Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) (accession numbers: GSE155867 and GSE169683).

### 4.3. Pathway Enrichment Analysis

Pathway enrichment analysis was conducted for differentially expressed genes in HPTCs (i.e., IL-1β-induced genes inhibited by Empa) by using the Database for Annotation, Visualization and Integrated Discovery (DAVID) (https://david.ncifcrf.gov/). This bioinformatics database provides functional gene annotation by utilizing a biological knowledgebase and analytic data-mining tools to systematically extract biological meaning from large gene lists [79].

### 4.4. Statistical Analysis

The expression analysis systematic explorer (EASE) score, a statistical test for over-representation of annotation classes, was calculated to statistically evaluate each annotation term. Statistically significant over-representation of annotation classes is reflected by an EASE score ≤0.05. The overall enrichment score, that is, the geometric mean of all annotation term *p*-values within an annotation cluster, was calculated to reflect biological significance [79].

## Figures and Tables

**Table 1:** Inflammatory response genes attenuated by empagliflozin in two independent human proximal tubular cell lines, namely HK-2 (A) and RPTEC/TERT1 (B).

A	HK-2 (Experiment 1)			HK-2 (Experiment 2)		
Gene Name	Fold Change to Control		Fold Change to IL-1β	Fold Change to Control		Fold Change to IL-1β
	IL-1β	IL-1β + EMPA	IL-1β + EMPA	IL-1β	IL-1β + EMPA	IL-1β + EMPA
ATP binding cassette subfamily A member 12 (ABCA12)	2.23	1.83	−0.40	2.39	1.28	−1.11
Rho GTPase activating protein 22 (ARHGAP22)	2.17	1.57	−0.60	1.81	0.89	−0.93
CD82 molecule (CD82)	2.43	1.14	−1.29	3.35	2.86	−0.50
colony stimulating factor 2 (CSF2)	4.52	3.43	−1.09	4.13	3.53	−0.60
C-X-C motif chemokine ligand 1 (CXCL1)	6.89	6.81	−0.08	3.95	3.34	−0.61
C-X-C motif chemokine ligand 2 (CXCL2)	7.17	6.92	−0.25	4.65	4.13	−0.52
C-X-C motif chemokine ligand 5 (CXCL5)	5.30	5.29	−0.02	2.98	2.63	−0.35
C-X-C motif chemokine ligand 8 (CXCL8)	6.29	6.21	−0.08	4.09	3.71	−0.38
insulin induced gene 1 (INSIG1)	3.97	3.87	−0.09	4.52	3.88	−0.65
lysyl oxidase (LOX)	1.74	1.29	−0.45	1.80	0.65	−1.15
nephroblastoma overexpressed (NOV)	1.90	0.62	−1.27	2.37	0.75	−1.63
prolyl 4-hydroxylase subunit alpha 2 (P4HA2)	2.56	2.12	−0.44	2.27	1.41	−0.86
Pim-2 proto-oncogene, serine/threonine kinase (PIM2)	2.97	2.92	−0.05	3.09	2.89	−0.19
pentraxin 3 (PTX3)	3.54	2.43	−1.11	2.87	2.17	−0.70
serum/glucocorticoid regulated kinase 1 (SGK1)	2.14	1.46	−0.67	1.91	0.76	−1.15
solute carrier organic anion transporter family member 2A1 (SLCO2A1)	2.04	1.78	−0.26	1.62	−0.04	−1.66
solute carrier organic anion transporter family member 4A1 (SLCO4A1)	5.59	4.86	−0.73	1.74	1.07	−0.67
superoxide dismutase 2 (SOD2)	5.92	5.83	−0.09	2.41	2.21	−0.20
tissue factor pathway inhibitor 2 (TFPI2)	3.70	3.22	−0.47	2.25	1.69	−0.57
**B**	**RPTEC/TERT1 (Experiment 1)**			**RPTEC/TERT1 (Experiment 2)**		
**Gene Name**	**Fold Change to Control**		**Fold Change to IL-1β**	**Fold Change to Control**		**Fold Change to IL-1β**
	**IL-1β**	**IL-1β + EMPA**	**IL-1β + EMPA**	**IL-1β**	**IL-1β + EMPA**	**IL-1β + EMPA**
ATP binding cassette subfamily A member 12 (ABCA12)	2.11	1.29	−0.82	3.90	3.23	−0.67
Rho GTPase activating protein 22 (ARHGAP22)	1.93	0.79	−1.14	2.94	2.27	−0.68
CD82 molecule (CD82)	3.70	2.99	−0.71	2.65	1.42	−1.24
colony stimulating factor 2 (CSF2)	3.98	3.50	−0.49	6.95	5.85	−1.11
C-X-C motif chemokine ligand 1 (CXCL1)	3.71	2.96	−0.76	7.62	7.53	−0.09
C-X-C motif chemokine ligand 2 (CXCL2)	4.68	4.08	−0.60	7.37	7.30	−0.07
C-X-C motif chemokine ligand 5 (CXCL5)	3.08	2.72	−0.36	5.75	5.63	−0.11
C-X-C motif chemokine ligand 8 (CXCL8)	3.53	3.03	−0.49	7.87	7.73	−0.13
insulin induced gene 1 (INSIG1)	2.37	1.67	−0.70	4.58	4.47	−0.11
lysyl oxidase (LOX)	1.53	0.27	−1.26	3.58	2.97	−0.61
nephroblastoma overexpressed (NOV)	2.23	0.25	−1.98	2.03	0.83	−1.20
prolyl 4-hydroxylase subunit alpha 2 (P4HA2)	2.29	1.88	−0.40	2.40	1.85	−0.55
Pim-2 proto-oncogene, serine/threonine kinase (PIM2)	3.18	3.00	−0.18	3.78	3.70	−0.07
pentraxin 3 (PTX3)	2.19	1.57	−0.61	5.24	4.50	−0.74
serum/glucocorticoid regulated kinase 1 (SGK1)	1.64	0.38	−1.26	2.18	1.91	−0.27
solute carrier organic anion transporter family member 2A1 (SLCO2A1)	1.94	0.13	−1.81	2.95	2.38	−0.57
solute carrier organic anion transporter family member 4A1 (SLCO4A1)	2.08	1.51	−0.57	5.89	5.23	−0.67
superoxide dismutase 2 (SOD2)	2.62	2.46	−0.15	5.80	5.73	−0.07
tissue factor pathway inhibitor 2 (TFPI2)	2.32	1.12	−1.20	3.80	3.23	−0.58

Inflammatory response genes were selected based on an IL-1β (10 ng/mL)-induced gene expression fold change >1.5 compared to control. Only genes with a uniform expression pattern in both HK-2 and RPTEC/TERT1 cells, that is, inhibition of IL-1β-induced gene expression by empagliflozin (500 nM) in two independent experiments per cell line (*n* = 2, each) are presented.

**Table 2:** Effect of empagliflozin (500 nM) on *SGLT2* gene expression in IL-1β (10 ng/mL)-stimulated HK-2 (A) and RPTEC/TERT1 (B) cells.

A	HK-2 (Experiment 1)			HK-2 (Experiment 2)		
Gene Name	Fold Change to Control		Fold Change to IL-1β	Fold Change to Control		Fold Change to IL-1β
	IL-1β	IL-1β + EMPA	IL-1β + EMPA	IL-1β	IL-1β + EMPA	IL-1β + EMPA
Sodium glucose cotransporter, member 2 (SGLT2) (SLC5A2)	−0.05	−0.1	−0.05	−0.56	−0.59	−0.03
**B**	**RPTEC/TERT1 (Experiment 1)**			**RPTEC/TERT1 (Experiment 2)**		
**Gene Name**	**Fold Change to Control**		**Fold Change to IL-1β**	**Fold Change to Control**		**Fold Change to IL-1β**
	**IL-1β**	**IL-1β + EMPA**	**IL-1β + EMPA**	**IL-1β**	**IL-1β + EMPA**	**IL-1β + EMPA**
Sodium glucose cotransporter, member 2 (SGLT2) (SLC5A2)	−0.31	−0.46	−0.15	−0.26	−0.39	−0.13

**Table 3:** Clustering of annotated pathways (enrichment score 3.64).

Knowledgebase	Annotated Pathway/Term	EASE Score (*p* Value)
INTERPRO	CXC chemokine	2.2 × 10^−7^
INTERPRO	CXC chemokine, conserved site	2.2 × 10^−7^
INTERPRO	chemokine interleukin-8-like domain	1.1 × 10^−5^
SMART	SCY	1.6 × 10^−5^
GOTERM_MF_DIRECT	chemokine activity	1.8 × 10^−5^
UP_KEYWORDS	cytokine	1.9 × 10^−5^
UP_KEYWORDS	disulfide bond	2.8 × 10^−5^
GOTERM_MF_DIRECT	CXCR chemokine receptor binding	3.8 × 10^−5^
GOTERM_BP_DIRECT	cell chemotaxis	4.3 × 10^−5^
GOTERM_BP_DIRECT	chemokine-mediated signaling pathway	5.6 × 10^−5^
UP_KEYWORDS	secreted	1.2 × 10^−4^
KEGG_PATHWAY	salmonella infection	1.9 × 10^−4^
UP_SEQ_FEATURE	signal peptide	2.0 × 10^−4^
GOTERM_BP_DIRECT	positive regulation of neutrophil chemotaxis	2.5 × 10^−4^
KEGG_PATHWAY	cytokine-cytokine receptor interaction	2.7 × 10^−4^
GOTERM_BP_DIRECT	chemotaxis	2.8 × 10^−4^
GOTERM_CC_DIRECT	extracellular region	5.5 × 10^−4^
GOTERM_BP_DIRECT	inflammatory response	6.1 × 10^−4^
GOTERM_BP_DIRECT	response to lipopolysaccharide	6.7 × 10^−4^
GOTERM_BP_DIRECT	immune response	9.0 × 10^−4^
UP_KEYWORDS	signal	9.9 × 10^−4^
GOTERM_CC_DIRECT	extracellular space	1.4 × 10^−3^
KEGG_PATHWAY	chemokine signaling pathway	2.0 × 10^−3^
KEGG_PATHWAY	legionellosis	2.6 × 10^−3^
KEGG_PATHWAY	NOD-like receptor signaling pathway	2.8 × 10^−3^
UP_KEYWORDS	chemotaxis	3.2 × 10^−3^
KEGG_PATHWAY	rheumatoid arthritis	6.8 × 10^−3^
UP_KEYWORDS	inflammatory response	7.7 × 10^−3^
KEGG_PATHWAY	TNF signaling pathway	9.9 × 10^−3^
UP_SEQ_FEATURE	disulfide bond	9.9 × 10^−3^

## Data Availability

The complete microarray data set has been submitted to the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) (accession number: GSE155867 and GSE169683).

How the deposited data were processed for this re-analysis (not part of the article)

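Gene expression was measured in HPTCs stimulated for 24 h with IL-1β (10 ng/mL) and Empa (500 nM) after 24 h of starvation, on 2 arrays labelled HK-2 and 2 labelled RPTEC/TERT1. Arrays of unstimulated cells and of cells stimulated with IL-1β alone were not used here. Groups, replicate numbers, doses and times were taken from the sample labels and the methods, which give the same doses and times. The methods name the innuPREP kit for RNA isolation and the labels name the RNeasy kit. The files hold no column of other samples.

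The authors deposited, for each array, the spot intensities of Agilent Feature Extraction 9.5.3.1 on a linear scale. Per the file headers the arrays were read in 1 channel at 5 µm per pixel, and the processed signal is the spot brightness after outlier pixels were removed, the background subtracted and trends across the array taken out. It was not scaled between arrays. The authors also deposited log2 values of the same spots in a series table, whose processing is not given in the sources used here. Their ranks follow the median spot signal minus its local background, and their lowest values lie at 5.65 to 5.75, near log2 of 50 (5.64), which is the floor that normexp correction with an offset of 50 gives. Their medians were 8.33 on HK-2 replicate 1, 7.14 on HK-2 replicate 2, 6.75 on RPTEC/TERT1 replicate 1 and 6.72 on RPTEC/TERT1 replicate 2. Whether they were centred or scaled further stays unknown. They run in the same direction as the spot intensities and were used as an alternative only.

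The analysis started from the processed signal. The paper's text names the Agilent protocol and no normalization. Control spots and spots marked as outliers were left out. Signals were divided by the 75th percentile of the array, set to a floor of 0.0242 of that percentile (a level of -5.37) and taken to log2. The floor is the highest, over the 4 arrays, of the lowest scaled signal marked as well above background. Spots of a probe were averaged, and a probe was well above background where most of its spots were, ties included. A gene was the mean of its probes that were well above background on at least 1 array, or of all its probes where none was. Probes missing on 1 or more arrays were left out of this mean where the gene had a probe measured on every array. This applies to P4HA2, whose brighter probe had no value on HK-2 replicate 1. SLCO4A1, whose only probe had no value on HK-2 replicate 1, was kept on the other arrays. This gave 34127 probes under 25992 gene names, of which 25683 had a value on all 4 arrays. Gene names are those of the array design. All 19 genes of Table 1 are also listed, under their current or an older symbol, in the RefSeq gene table of GRCh38.p14, which was used for names only. The transcript of 28 of the 29 probes named by the rule below was in that table, 27 under the same symbol, and the transcript of NOV is listed there as CCN3. Probe positions are those of the files, whose headers name GRCh37.

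Levels were summarised as mean and SD per labelled cell line, without a test against control or IL-1β, since those arrays were not used. HK-2 was compared with RPTEC/TERT1 with limma 3.58.1 (lmFit and eBayes, in R 4.3.3) over the 16468 genes well above background on at least 2 of the 4 arrays, with Benjamini-Hochberg adjustment at 0.05. The genes named in the text are the 19 genes of Table 1, SLC5A2, CCL2 and EDN1, which the introduction names, CDKN2A and TERT, and the 5 genes with the largest difference in each direction among those past the threshold whose arrays did not overlap between the cell lines. No gene met the last part of the rule. Values of Table 1 had been read when this rule was written. The similarity of the arrays was measured by Pearson correlation across genes and by the percent of the variance of gene-centred levels that lies between pairs of arrays, for each of the 3 ways to divide 4 arrays into 2 pairs. Lists of p53 target genes (25 genes), E2F and DNA replication genes (30 genes) and proximal tubule differentiation genes (25 genes), with CDKN2A and TERT, were tested with camera and fry of limma.

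The limma step was tested on simulated data. With 200 of the 16468 genes changed by 2 on the log2 scale between 2 simulated arrays labelled HK-2 and 2 labelled RPTEC/TERT1, around a spread of 0.2, it called 198 of the 200 and made 15 false calls. The arrays analysed here spread more than this within a label.

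Replicate 1 and replicate 2 of each cell line share their numbers and scan dates across the cell lines. The deviations of arrays with the same number from the means of their labelled cell lines had a correlation of -0.810 across genes, and arrays that pair across the labels give a correlation below 0 in any case, so whether the numbers pair the arrays stays open. Each array was on a slide of its own, so slide and array cannot be told apart.

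The rule for named genes, the gene lists, the comparison of the cell lines, the measures of similarity and the alternatives that follow were fixed before the data were examined. The alternatives were normexp correction (offset 50) of the mean spot signal, quantile normalization, scaling to the median, the deposited log2 values, the brightest probe of each gene, no filter on dim probes, only genes well above background on all 4 arrays, the replicate number as a block, and leaving out each array in turn. The crossed replicate block, normexp correction without the spots of very bright local background, and keeping outlier spots were added after seeing the data.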

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

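The alternatives with the crossed replicate block, without the spots of bright background and with outlier spots kept were chosen only after the results were seen. Under every alternative run other than the crossed replicate block, leaving out each array in turn included, limma called 0 genes between the labelled cell lines over all genes tested and 0 of the genes of Table 1. Between 1 and 407 genes had an unadjusted p under 0.05.

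With the replicate number, which is also the scan date, as a block, 0 genes were called, and 5 had an unadjusted p under 0.05, against 23 without the block. The replicate block changed no call. With the pairing crossed, HK-2 replicate 1 with RPTEC/TERT1 replicate 2 and HK-2 replicate 2 with RPTEC/TERT1 replicate 1, 0 genes were called and 183 had an unadjusted p under 0.05, and combined with the other alternatives this block called at most 10 genes, after normexp correction without the spots of bright background, and 0 of the genes of Table 1. Chosen after seeing the data, a change of 2 or 4 log2 units was added to 200 genes on the arrays labelled HK-2. With the crossed block, 0 of the 200 were called at 2 and 193 at 4, and without a block 0 at either, so a count of 0 leaves room for differences of 2 with the crossed block and of 2 or 4 without a block.

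The median over the 19 genes of Table 1 of the mean level, 2.57, was 3.32 with the brightest probe of each gene other than P4HA2. P4HA2 stayed at its dimmer probe in that alternative, at -0.40, because its brighter probe had no value on HK-2 replicate 1. With 1 array left out, the median was between 2.21 and 3.37. CXCL1 is the gene at the median of 2.57, and its probes disagree. The level of SLC5A2, -3.38, was -1.79 after normexp correction, -1.87 in the deposited log2 values and -2.29 after normexp correction without the spots of bright background. Normexp adds an offset of 50 to each signal, which raises dim spots relative to bright ones. The step between -1.79 and -2.29 follows the spots of bright background and not the offset.

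The mean correlation of the 2 crossed pairs of arrays exceeded that of the 2 labelled pairs by 0.118. The excess was 0.101 after normexp correction, 0.100 in the deposited log2 values, 0.0742 with no filter on dim probes, 0.112 with only genes well above background on all 4 arrays, 0.103 after normexp correction without the spots of bright background, and 0.114 to 0.134 with 1 array left out. It was above 0 under each alternative run. After normexp correction, HK-2 replicate 1 was slightly less like RPTEC/TERT1 replicate 2 (0.888) than HK-2 replicate 2 was (0.892), so 1 crossed pair was no longer among the 2 most alike, unlike under the other alternatives that kept all 4 arrays. In the paper's Table 1, the same excess for the values of IL-1β against control was 0.238, and 0.445 without the CXCL genes.

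The mean shift of the 3 gene lists between the labelled cell lines stayed within the spread between replicates under each alternative that kept all 4 arrays. That of the E2F and DNA replication genes, -0.040 on 4 arrays, was 1.90 without HK-2 replicate 1, -1.74 without HK-2 replicate 2, 1.58 without RPTEC/TERT1 replicate 1 and -1.92 without RPTEC/TERT1 replicate 2. That of the proximal tubule genes, 0.036, was -0.55, 1.12, -1.13 and 0.73 in the same order, and that of the p53 targets, 0.0097, was -0.34, 0.36, -0.23 and 0.25. Camera gave a p under 0.05 for the E2F genes with each of the 4 arrays left out, for the p53 targets without HK-2 replicate 1 and without HK-2 replicate 2, and for the proximal tubule genes without each array other than RPTEC/TERT1 replicate 2. The directions depend on the array, and none of these calls held under fry. With 1 array left in a cell line, that array is assumed to vary like the others. Signal over background limits the dimmest genes named here, SLC5A2, TERT and, on HK-2 replicate 2 and RPTEC/TERT1 replicate 1, CCL2, EDN1 and 1 probe of CXCL1.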

Differences from the paper's values

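The number of arrays per cell line under IL-1β + Empa, 2 labelled HK-2 and 2 labelled RPTEC/TERT1, equals the paper's. The fold changes of Table 1 and Table 2 have no counterpart here, because arrays of control cells and of IL-1β alone were not analysed here.

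The paper's Table 1 and Table 2 give their values as fold changes. The fold changes to IL-1β equal the paper's fold change of IL-1β + Empa to control minus that of IL-1β to control within 0.01, which holds for differences of logs and of linear values alike. Against control, 1 value of Table 1 and all 8 of Table 2 are below 0, between 0.04 and 0.59 in size, which neither a ratio nor a signed ratio can be. A log scale allows them, as does a change relative to control, and the paper's text names neither a scale nor a base. Taking the values as logs and subtracting the paper's fold changes to control from the levels on the arrays, with experiment 1 and 2 taken as replicate 1 and 2, gives an implied control level for 75 values. If the base is 2, 0 of the 75 lie more than 1 log2 unit under the floor of -5.37 that detection sets, against 2 with natural logs and 38 with base 10. The smallest of the paper's values of IL-1β against control is 1.53, just above the threshold its table note states for selecting genes, which places that threshold on the printed scale. If that is log2, the threshold is a 2.83-fold change.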

Other observations

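Several tests were chosen only after the results they bear on were seen. These are mislabelling by the E2F genes, scan date, noise in each gene, growth state and random gene sets. Also chosen then were saturated spots, the fold change held in the level, leaving out the spots of bright background and moving such backgrounds between arrays. The other tests of this section were set down before the result they measure was seen.

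The 4 arrays fell into pairs that cross the labels. Of the variance of gene-centred levels over 17928 genes, 85.1% lay between the arrays labelled HK-2 replicate 1 and RPTEC/TERT1 replicate 2 on the one side and HK-2 replicate 2 and RPTEC/TERT1 replicate 1 on the other, 10.3% between the scan dates and 4.58% between the labelled cell lines. With limma, 6339 of 16468 genes had an adjusted p under 0.05 between the crossed pairs, of which 3311 were higher on HK-2 replicate 1 and RPTEC/TERT1 replicate 2. Between the labelled cell lines there were 0 and between the scan dates 0, with 23 and 195 at an unadjusted p under 0.05. All 3 divisions that 4 arrays allow were computed, and the columns of the paper's Table 1 had been seen to pair in the same way when this comparison was planned. The count between crossed pairs was 153 after normexp correction and 824 in the deposited log2 values. Chosen after seeing the data, it was 6037 after normexp correction without the spots of bright background. The drop to 153 thus follows those spots. Of the 153, 824 and 6037 genes, 123, 563 and 3836 were higher on HK-2 replicate 1 and RPTEC/TERT1 replicate 2. The balance of directions therefore depends on the background correction.

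The E2F genes and CDKN2A parted the arrays in the same way, and the other lists did so in part. The 25 E2F and DNA replication genes measured on every array had a mean level, relative to the mean over the arrays, of -1.96 on HK-2 replicate 1, 1.92 on HK-2 replicate 2, 1.90 on RPTEC/TERT1 replicate 1 and -1.86 on RPTEC/TERT1 replicate 2, and 25 of 25 were higher on the second and the third than on both others. The level of CDKN2A was 0.29, 4.17, 4.04 and 0.20 in that order. The 20 proximal tubule genes that were well above background on at least 1 array stood at 1.05, -1.01, -1.13 and 1.09, and 23 p53 targets at 0.35, -0.34, -0.24 and 0.23. Of the proximal tubule genes, 13 were higher on both HK-2 replicate 1 and RPTEC/TERT1 replicate 2 than on both others and 4 lower, and of the p53 targets 17 were higher and 4 lower. TERT stood at -4.05, -4.36, -3.62 and -4.67 and was not well above background on the last, so it does not part the arrays. Its probe reads the TERT introduced into RPTEC/TERT1 only if the probe lies in the introduced sequence. This was not tested, so TERT cannot tell here which arrays are RPTEC/TERT1. Between the labelled cell lines, neither camera nor fry gave a p under 0.05 for any of the 3 lists. The viral genes of HK-2 were taken beforehand to raise E2F genes and CDKN2A and to lower p53 targets in HK-2. The E2F genes and CDKN2A were raised on the arrays labelled HK-2 replicate 2 and RPTEC/TERT1 replicate 1. The p53 targets were lower there by 0.59, but 983 of 10000 random gene sets of the same size and mean level differed as much.

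A difference in brightness or normalization does not account for this pairing, since the crossed division held at least 53.0% of the variance under each of the 10 settings that kept all 4 arrays. Genes near background do not either, since it held 84.5% over genes well above background on all 4 arrays. Scan date held 10.3%, and between 10.3% and 29.4% over these settings, with the highest share after normexp correction. The labelled division held between 3.24% and 17.6%. The 53.0%, 29.4% and 17.6% all came from normexp correction. Without the spots of bright background, that correction gave 84.9%, 11.9% and 3.24%. Noise that is independent in each gene does not give the 6339 genes past the threshold between the crossed pairs. The lists were also set beside 10000 random gene sets of the same size and mean level, which takes the crossed division as given and leaves aside that genes of a list vary together. The E2F genes differed by -3.83 between the crossed pairs, the random sets lay between -1.13 and 1.16, and 0 of them were as extreme. For 19 proximal tubule genes the difference was 2.25 and again 0 sets were as extreme, whereas for the p53 targets it was 0.59 and 983 sets were. A candidate explanation is a mislabelled pair of samples, with the labels of 1 HK-2 and 1 RPTEC/TERT1 array exchanged. All 25 E2F genes measured parted the arrays across the labels, as such an exchange needs. These genes are part of the pattern that prompted the explanation, so they cannot decide for an exchange. A difference in growth state between correctly labelled cultures would leave the 2 cell lines different within the crossed pairs. Only 30 of 16468 genes differed between the labels by more than 1 log2 unit, the same way, in both crossed pairs, against 314 between the scan dates and 3915 between the crossed pairs within both labels. This argues against growth state alone, on the premise that HK-2 and RPTEC/TERT1 differ in more genes than 2 scan dates do, which was not tested. The correlations are the same whether the exchange lies in replicate 1 or in replicate 2. The E2F genes and CDKN2A would place it in replicate 1, as far as these lists tell the cell lines apart. No array was relabelled here.

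The columns of the paper's Table 1 pair across the cell lines too. For the paper's values of IL-1β against control over the 19 genes, the Pearson correlation of HK-2 experiment 1 with RPTEC/TERT1 experiment 2 was 0.921 (Spearman 0.884) and that of HK-2 experiment 2 with RPTEC/TERT1 experiment 1 was 0.829 (Spearman 0.875). Between the experiments of HK-2 it was 0.612 (Spearman 0.633), and between those of RPTEC/TERT1 0.661 (Spearman 0.579). All 6 correlations had a Benjamini-Hochberg adjusted permutation p of 0.00614 or less for Pearson and 0.0157 or less for Spearman, and genes are not independent replicates. It was tested whether only the IL-1β + Empa arrays were exchanged and not the controls. Control levels implied by the level on the array minus the paper's fold change to control, taken as log2, with experiment 1 and 2 taken as replicate 1 and 2, were more alike across the labels than within them by 0.541 in mean correlation, and by 0.256 without the CXCL genes, which goes against an exchange of these arrays alone. Since all experiments of both cell lines show a negative fold change to IL-1β for all 19 genes, exchanging columns leaves the list of genes the same.

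CCL2 and EDN1, which the introduction names as IL-1β-induced, were not in Table 1. Under IL-1β + Empa the level of CCL2 was 7.36 on HK-2 replicate 1, -3.29 on HK-2 replicate 2, -4.29 on RPTEC/TERT1 replicate 1 and 7.32 on RPTEC/TERT1 replicate 2, with saturated spots on the first and the last. EDN1 stood at 0.77, -5.26, -5.30 and 1.11, and was not well above background on RPTEC/TERT1 replicate 1. Both follow the crossed pairs, and no comparison with IL-1β alone was made.

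Genes of Table 1 with a higher level tended to have smaller fold changes to IL-1β in the paper. The level of a gene depends on its probe as well as on its transcript, so this ranks spots and not transcripts. Across genes, which are not independent replicates, the Spearman correlation of the level with the paper's signed fold change was 0.53 on HK-2 replicate 1, 0.56 on HK-2 replicate 2, 0.51 on RPTEC/TERT1 replicate 1 and 0.59 on RPTEC/TERT1 replicate 2 (Benjamini-Hochberg adjusted permutation p between 0.0269 and 0.0271 over 4 relations). Without the saturated genes and CXCL1, whose probes disagree, it was 0.37, 0.62, 0.51 and 0.41 in the same order, with adjusted permutation p of 0.156, 0.0303, 0.0615 and 0.156. The mean correlation was 0.536 on the 2 arrays where no gene of Table 1 was saturated, but with 1 of the 2 past the threshold without CXCL1, a part played by saturated spots and weak probes cannot be told apart from a relation with brightness. The level holds the fold change itself, which could give part of the relation. With the level implied for IL-1β alone, if the paper's values are log2, the mean correlation was 0.410, and its adjusted permutation p lay between 0.113 and 0.224, so this stays open too over 18 or 19 genes.

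The paper's fold changes to IL-1β range from 0.02 to 1.98 in size. The 95% limit for a difference of 2 single spots, from the spots of the probes spotted 10 times, was 0.31, 0.28, 0.39 and 0.23 on the 4 arrays, in the order HK-2 replicate 1 and 2, RPTEC/TERT1 replicate 1 and 2. Of the paper's 53 values for genes read by 1 probe that is spotted once and not saturated, 13 were smaller than the limit of the array with the same label, if the paper's values are log2. Error between arrays adds to this limit and was not measured.

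The deposited log2 values of dim spots were higher on the array labelled HK-2 replicate 1 than on the others. Their 25th percentile was 8.18 there, and 6.10, 5.96 and 6.01 on HK-2 replicate 2, RPTEC/TERT1 replicate 1 and RPTEC/TERT1 replicate 2. This array has 7 spots with a local background between 40811 and 48831, where the median is 39. A candidate explanation is that these spots distort a normexp fit. After normexp correction the median of the array was 9.66, and 6.81 when the 7 spots were left out, within the 6.76 to 7.24 of the other arrays. Giving the same 7 backgrounds to the other arrays raised their medians to between 9.66 and 9.88. No biological explanation was tested.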
